A study of Mus musculus with 10 samples. Its data were reported in "Dysregulation of AGO2-miRNA dynamics underlies the AGO2-associated Lessel–Kreienkamp syndrome" (2025).

How the data were processed

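RNA was sequenced from the cerebral cortex of mice carrying 1 copy of the Ago2 G733R missense variant and of wild-type (WT) mice, with 5 libraries per genotype. The libraries were made with the Illumina Stranded mRNA Prep kit, from RNA extracted with the RNeasy micro kit. According to the submitters' processing notes, reads were aligned to GRCm39 with STAR 2.7.9a and counted per gene with featureCounts 1.5.1. The paper states that STAR was run with default parameters. For featureCounts, the strand setting and the handling of reads that map to several places are not given in the sources used here. The split of reads between near-identical genes is therefore uncertain. The count table deposited by the authors holds a raw read count for each of 55416 Ensembl genes in each library. The deposited normalized table holds a signal, which is each count divided by 1 size factor per library from DESeq2 1.40.2. The size factors recomputed from the raw counts differed from the authors' factors by at most 7.77e-16, and only the raw counts were used from there on.

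The raw counts were fitted in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with genotype as the group (minimum count 10, minimum total count 15), which left 15086 of the 31752 genes with at least 1 count. Library sizes were scaled by TMM. A quasi-likelihood model with genotype as its only term and robust estimation was tested with a two-sided F test, and p values were adjusted over all genes tested by the Benjamini-Hochberg method, with a threshold of 0.05. The log2 fold changes are G733R over WT, so a negative value is lower in G733R. Expression is given as CPM with TMM scaling. Gene symbols, types, coordinates and 3′ UTRs come from GENCODE release M39 on GRCm39, matched by Ensembl ID for 15040 of the tested genes.

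Gene lists were tested with camera in limma 3.58.1 on the edgeR fit, with a preset correlation between genes of 0.01, and adjusted over the 31 lists with at least 3 measured genes. Camera with an estimated correlation and fry were run beside it, as was an exact permutation test of each list's mean log2 CPM. The lists cover 4 hemoglobin chains with Alas2, other red cell genes in a blood-specific and a brain-shared list, neutrophils, platelets and lymphocytes. They also cover Argonautes and microRNA biogenesis, deadenylation and decapping, Ago2 with the genes beside it, known microRNA targets, the genes the study names in L192P mice, immediate early genes, glucocorticoid-induced genes, the circadian clock, heat shock and unfolded protein response, and interferon-stimulated genes. The remaining lists are nuclear respiratory chain subunits, mitochondrially encoded mRNAs, ribosomal proteins, presynaptic and postsynaptic genes, excitatory and inhibitory neurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelium, mural cells and fibroblasts, choroid plexus and ependyma, striatum, hippocampus, thalamus, cholinergic and monoaminergic neurons, and sex-linked genes. MicroRNA seed matches were tested with camera as genes with at least 1 8mer site in their longest annotated 3′ UTR against the other tested genes with a 3′ UTR, for 8 microRNAs expressed in brain and 3 controls little expressed there. Single measures per library were compared by exact permutation tests, two-sided, adjusted over a family of 16, in which the smallest p is 0.007937. The p values of correlations across libraries come from permutation tests with 100000 resamples.

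The text names Ago2 and the other Argonautes, every gene past the threshold, the 5 genes with the smallest p in a direction with fewer than 5 calls, the hemoglobin genes and Alas2, and the members with the smallest p in each list (4 for a list past its test, 2 for any other). Members of a list may be grouped or left out under this rule. The values of 2 genes are not reported here, and neither was included in the search for libraries that stand apart. The tests, lists, naming rule and alternatives below, except where stated, were fixed before the data were examined. The alternatives were DESeq2 size factors in the edgeR fit, DESeq2 1.42.0, limma-voom with sample quality weights, no low-count filter, a filter of at least 50 counts in 5 libraries, robust estimation off, and a block for the replicate number. Further alternatives left the hemoglobin, mitochondrial and 10 most abundant genes out of the library sizes, added the ratio of Xist to Y-linked counts as a covariate, estimated the correlation between genes, used 7mer sites or 10000 random gene sets matched for 3′ UTR length, and left out each library in turn. Another 2 alternatives were chosen after seeing the data: summing the counts of Hba-a1 with Hba-a2 and of Hbb-bs with Hbb-bt, and leaving out the library farthest along the first principal component in each genotype.

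The fit was tested on simulated counts with the same library sizes and dispersions for G733R against WT, in which 14926 genes were tested. edgeR called 16 of 50 genes simulated with a 1.25-fold change, 39 of 50 with a 1.5-fold change, 39 of 49 with a 2-fold change, 48 of 48 with a 3-fold change and 9 of 14729 genes simulated with none. The simulated genes varied independently, with no structure between libraries other than size and genotype, so these rates may overstate the power in the data. In the data, Hbb-bs, at a log2 fold change of -1.59, had an edgeR adjusted p of 0.9998. Small RNA and the L192P mice were not analysed here. Whether each library comes from a separate animal is not given in the labels, so p values measure the spread between these libraries.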

Results

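Poly(A) RNA from the cerebral cortex was sequenced in 10 libraries, 5 from wild-type mice and 5 from mice heterozygous for G733R, a glycine-to-arginine change in the PIWI domain of the small RNA-binding protein Ago2. The variant is linked in patients to a neurodevelopmental syndrome, and the comparison asks how 1 altered allele changes cortical gene expression. Total counts per library ran from 7792987 (G733R replicate 4) to 12773461 (G733R replicate 2). The group means were 10820000 ± 1787000 counts in WT and 10550000 ± 1818000 in G733R (SD, n = 5 each; exact permutation p = 0.818). All genes of the mitochondrial chromosome together took 0.971% ± 0.152 of counts in WT and 1.03% ± 0.0804 in G733R (exact permutation p = 0.516, n = 5 each), and 18S rRNA took 0.6252% ± 0.231 and 0.806% ± 0.259 (exact permutation p = 0.325, n = 5 each). The number of libraries with Xist, the transcript of the inactive X chromosome, was 3 in each genotype, and the other 2 in each had Y-linked transcripts instead.

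Ago2 mRNA, which encodes the protein altered in these mice, was present at 140 ± 19.0 CPM in WT and 141 ± 19.3 CPM in G733R (SD, n = 5 each). The gene (ENSMUSG00000036698, GRCm39 chromosome 15, 72967693 to 73056784) had a log2 fold change of 0.015 with an SE of 0.10 and an edgeR adjusted p of 0.9998. Its 95% interval, -0.21 to 0.24, excludes a fall below 0.864 of the WT level. These counts do not separate the alleles, so they say nothing of how much comes from the altered copy. The other Argonautes, which also load microRNAs, had log2 fold changes of 0.056 for Ago1, -0.021 for Ago3 and -0.032 for Ago4, with SEs of 0.058, 0.077 and 0.10.

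Hemoglobin transcripts were lower in the G733R libraries. Hba-a1, which encodes an alpha chain of hemoglobin, fell in G733R cortex. The second alpha-chain gene Hba-a2, the beta-chain genes Hbb-bs and Hbb-bt, and Alas2, which encodes the first enzyme of heme synthesis in red cell precursors, had values in the same direction. Hba-a1 (ENSMUSG00000069919, chromosome 11, 32233186 to 32234504) was at 17.5 ± 3.25 CPM in WT and 5.89 ± 1.95 CPM in G733R (SD, n = 5 each), with an edgeR adjusted p of 0.0494. Its log2 fold change was -1.58 with an SE of 0.20.

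Hba-a1 was the 1 gene of 15086 past the threshold in edgeR. DESeq2, run without the low-count filter and with an adjusted p for 31747 genes, called 5. In edgeR 0 genes rose, with 275 higher at an unadjusted p under 0.05, and DESeq2 and limma-voom with quality weights also called 0 higher. In all, 523 genes had an unadjusted p under 0.05, where chance alone gives 754. The 5 DESeq2 calls, all lower, were Hba-a1 (adjusted p = 5.83e-11), Hba-a2 (0.000791), Hbb-bs (0.000791), Alas2 (0.00348) and Rpl15-ps6 (0.0126). DESeq2 did not call Hbb-bt (adjusted p = 0.0925). Limma-voom called Hba-a1 and Hbb-bs. The edgeR call of Hba-a1 was lost without WT replicate 1 (adjusted p = 0.126), 3 (0.124), 4 (0.1002) or 5 (0.340), and without G733R replicate 3 (0.227), 4 (0.182) or 5 (0.427). Across 20 alternatives the log2 fold change of Hba-a1 ran from -1.76 to -1.41, with adjusted p from 2.02e-31 to 0.427 and past the threshold in 10. The transcripts of Hba-a1 and Hba-a2 are 96.6% identical over 676 bases, so the split of reads between them is uncertain, and their summed counts gave a log2 fold change of -1.52 with an edgeR adjusted p of 0.988.

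Alas2 (ENSMUSG00000025270, chromosome X, 149330371 to 149353634) was at 2.67 ± 1.052 CPM in WT and 0.694 ± 0.197 in G733R, with a log2 fold change of -1.88, an SE of 0.31 and an edgeR adjusted p of 0.0917 (n = 5 each). Hba-a2 (ENSMUSG00000069917, chromosome 11, 32246168 to 32247320) was at 9.44 ± 1.57 and 3.57 ± 1.72 CPM, with a log2 fold change of -1.41 and an edgeR adjusted p of 0.917. Hbb-bs (ENSMUSG00000052305, chromosome 7, 103475730 to 103482989) was at 49.9 ± 13.0 and 16.5 ± 6.28 CPM, with a log2 fold change of -1.59 and an edgeR adjusted p of 0.9998. Hbb-bt (ENSMUSG00000073940, chromosome 7, 103461727 to 103465047) was at 6.22 ± 2.77 and 2.38 ± 1.01 CPM, with a log2 fold change of -1.39 and an edgeR adjusted p of 0.9998. Every WT library lay above every G733R library for each of these genes except Hbb-bt, whose WT replicate 1 was at 2.61 CPM where G733R reached 3.55. The 4 hemoglobin chains summed to 83.1 ± 19.7 CPM in WT and 28.4 ± 10.5 in G733R (SD, n = 5 each), a ratio of 0.341 (exact permutation p = 0.00794, the smallest this test can give, adjusted p = 0.0254). The alpha sum, the beta sum, Alas2 and the hemoglobin share of counts were in the same family of 16 and tied at that p. The adjusted p therefore rests on overlapping measures of the same genes and is not a separate pass. Transcripts of the 4 chains were a small part of the libraries, with 0.00829% ± 0.00196 of counts in WT.

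As a list, the hemoglobin chains and Alas2 had a median log2 fold change of -1.58, with 5 of 5 members below 0 and a camera adjusted p of 3.76e-39. The call held with an estimated correlation (adjusted p = 0.00256) and in fry (adjusted p = 0.00873), while the exact permutation p of its mean log2 CPM, 0.00794, was 0.246 after adjustment over the lists, the lowest that a single list can reach there. Over all genes 1 member passed in edgeR, and 5 did adjusted over the list alone. The study picked these genes from these same samples, so neither these counts nor the tests of this list, of its members and of the hemoglobin sum are independent evidence. Blood-specific red cell genes that the study does not name, such as Slc4a1, Klf1 and Ermap, summed to 2.07 ± 0.382 CPM in WT and 2.06 ± 0.385 in G733R (exact permutation p = 0.992, n = 5 each). With 16 to 32 counts per library in that sum, a change like that of hemoglobin was not detectable gene by gene. Red cell genes that brain cells also express, such as Ube2l6 (-0.26), had a median of -0.025 (camera adjusted p = 0.431), and their mean log2 CPM was lower with an exact permutation p of 0.0159 (adjusted 0.246). Platelet genes summed to 4.79 ± 0.827 and 4.78 ± 0.504 CPM (exact permutation p = 0.984, n = 5 each), neutrophil genes to 4.54 ± 3.46 and 6.56 ± 6.56 (exact permutation p = 0.540, n = 5 each), and the lymphocyte list (Trbc2, 0.10) had a median of 0.019 (camera adjusted p = 0.889). The blood-specific red cell, neutrophil, platelet and sex-linked lists had 0, 2, 1 and 1 measured genes, too few for the list test.

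**Figure D1:**
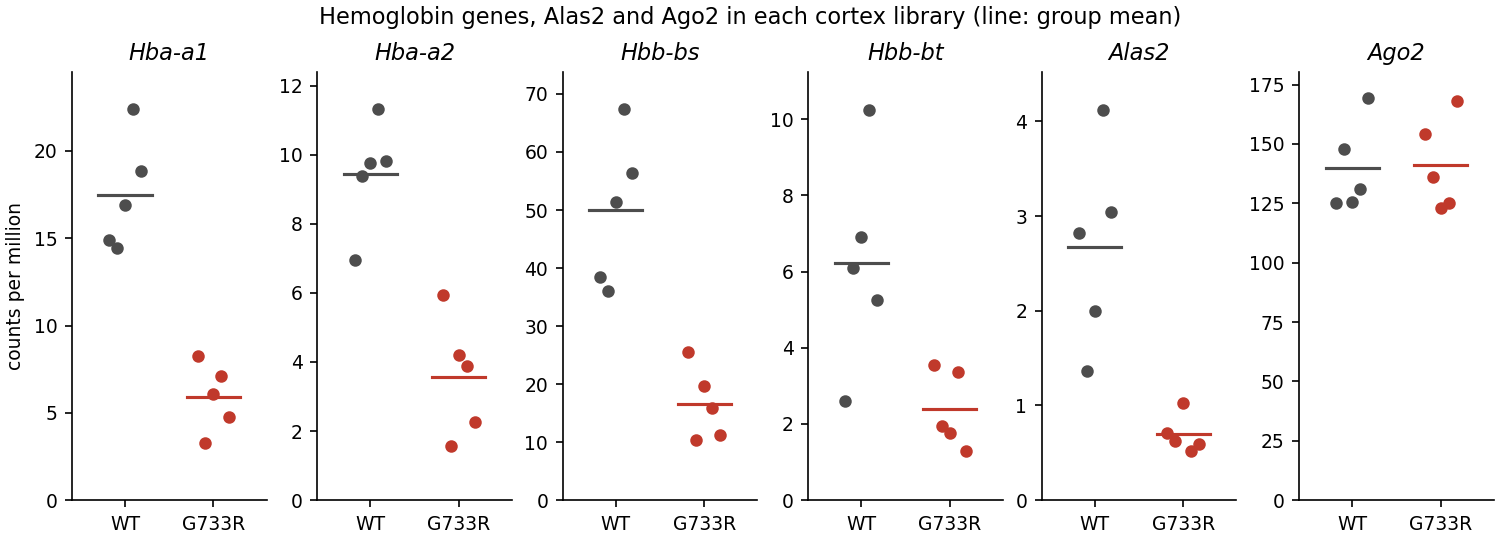
CPM of the hemoglobin genes, Alas2 and Ago2 in each of the 5 WT and 5 G733R libraries, with a point per library and a line at the group mean. Hba-a1 averages 17.5 CPM in WT and 5.89 in G733R, and Ago2 averages 140 and 141.

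Among the genes not called, Alas2, Hba-a2, Hbb-bs and the predicted gene Gm47572 (log2 fold change -1.26, edgeR adjusted p = 0.9998) had the smallest p of those with lower values. Those with higher values and the smallest p were Man2c1, which encodes a cytosolic mannosidase (log2 fold change 0.28), the phosphoinositide phosphatase gene Sacm1l (0.22), the guanylate cyclase gene Gucy1b1 (0.18), the Ras GTPase activator gene Rasal2 (0.19) and the noncoding A330023F24Rik (0.60). Each of these 5 had an edgeR adjusted p of 0.9998. A330023F24Rik passed without WT replicate 2 (log2 fold change 0.79, edgeR adjusted p = 0.0189), and with all libraries and no low-count filter (0.60, edgeR adjusted p = 0.000841). Rpl15-ps6 and Rpl15-ps2, pseudogenes of the ribosomal protein gene Rpl15, fell short of the count filter with all libraries and passed as lower without WT replicate 2 (edgeR adjusted p = 6.34e-06 and 7.67e-06). The sequence of Rpl15-ps6 is 99.7% identical to Rpl15 over 612 bases, and Rpl15 itself was at a log2 fold change of -0.0024. Across the 15086 genes the median SE was 0.091 on the log2 scale. The 95% interval lay inside a 1.5-fold change in either direction for 12464 genes (82.6%) and inside a 2-fold change for 14599 (96.8%).

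**Figure D2:**
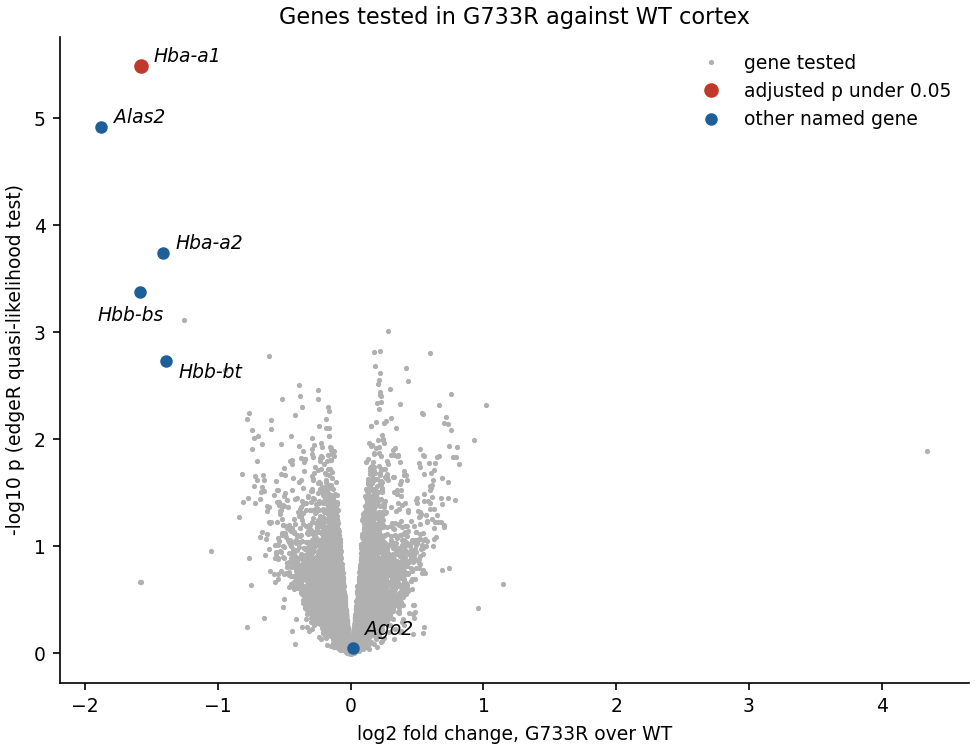
Log2 fold change of G733R over WT (x axis) against -log10 of the edgeR p (y axis) for the 15086 genes tested, each point a gene. Hba-a1 is the 1 gene past an adjusted p of 0.05, and the point farthest right is the pseudogene Rps3a3 (log2 fold change 4.35, edgeR adjusted p = 0.9998), whose counts came mostly from G733R replicates 2 and 3.

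Genes of glia and neurons were compared as lists, to ask whether cell types shifted. Genes of oligodendrocytes, which make myelin, had values mostly a little below 0, such as Ermn (log2 fold change -0.22), which encodes a cytoskeletal protein, and the tight junction gene Cldn11 (-0.22). So did genes of their precursors (Olig2, -0.19, and Matn4, -0.26), of microglia (Tmem119, -0.28, Cx3cr1, -0.19, and Csf1r, -0.19) and of astrocytes (the gap junction gene Gjb6, -0.25). Interneuron genes had values mostly above 0, including the GABA-synthesizing enzyme gene Gad1 (0.10) and the neuropeptide gene Vip (0.16). The median log2 fold changes were -0.16 for oligodendrocytes (20 of 20 members below 0, camera adjusted p = 3.84e-06), -0.14 for precursors (13 of 14, 6.83e-04), -0.12 for microglia (16 of 20, 0.00137), -0.08 for astrocytes (16 of 18, 0.0115) and 0.08 for interneurons (16 of 20 above 0, 0.0130). None of these 5 calls held with an estimated correlation (camera adjusted p = 0.791 each) or in fry (adjusted p = 0.874 each). The oligodendrocyte median was -0.069 without WT replicate 3 (camera adjusted p = 0.0214) and -0.068 without G733R replicate 5 (0.0276). The microglia median was -0.22 without G733R replicate 1 and -0.077 without G733R replicate 5, and the interneuron median 0.14 without WT replicate 5. The astrocyte call was lost without WT replicate 2 (camera adjusted p = 0.761) or G733R replicate 5 (0.181), and the precursor call without G733R replicate 5 (0.0506). With 1 library left out, the astrocyte median ran from -0.12 (WT replicate 1) to -0.018 (WT replicate 2). The precursor median ran from -0.17 (G733R replicate 1) to -0.086 (G733R replicate 5). The microglia call was lost without WT replicate 4 (camera adjusted p = 0.119) or G733R replicate 3 (0.0522), and the interneuron call without WT replicate 3 (0.0666) or 4 (0.213) or G733R replicate 1 (0.149) or 2 (0.138), or without WT replicate 3 and G733R replicate 1 together (0.320).

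Ribosomal and mitochondrial genes had medians near 0. Ribosomal protein genes (Rpl3, -0.16) had a median of -0.04 with 61 of 75 members below 0 (camera adjusted p = 3.47e-04), and nuclear genes of the respiratory chain, such as Ndufab1 (-0.15) and Cox5b (-0.12) but with Ndufa9 at 0.12 and Sdha at 0.09, a median of -0.04 with 47 of 65 below 0 (0.0130). Mitochondrially encoded mRNAs, which include mt-Nd6 (0.22), mt-Nd5 (0.19) and mt-Nd3 (-0.32), had a median of 0.07 with 8 of 11 above 0 (camera adjusted p = 0.0347). Of these, mt-Nd3 lay near the floor, at 1.15 CPM in WT with an SE of 0.30, where mt-Nd6 was at 224 CPM and mt-Nd5 at 821. These 3 calls were also lost with an estimated correlation (camera adjusted p = 0.791 each) and in fry (adjusted p = 0.874 each). The ribosomal call was lost without WT replicate 4 (camera adjusted p = 0.213) or G733R replicate 3 (0.0522), and its median was -0.061 and -0.057 without WT replicates 1 and 5, and -0.022 and -0.024 without WT replicate 2 and G733R replicate 5. The respiratory chain call was lost without WT replicate 1 (camera adjusted p = 0.126) or 3 (0.0880) or G733R replicate 3 (0.202) or 5 (0.202), and the median was -0.025 without WT replicate 2 and -0.060 without WT replicate 5. The mitochondrial call was lost without WT replicate 1 (camera adjusted p = 0.125) or 3 (0.0512) or G733R replicate 1 (0.149) or 4 (0.348), and its median was -0.019 without WT replicate 5 (0.732) and 0.15 without WT replicate 4. That call was also lost with no low-count filter (camera adjusted p = 0.0825) and without WT replicate 3 and G733R replicate 1 together (0.196). Across the 31 lists, 9 passed camera with the preset correlation, 7 lower and 2 higher, and 1, the hemoglobin list, passed with an estimated correlation and in fry. In the exact permutation test of mean log2 CPM 0 lists passed after adjustment, and 2 had an unadjusted p under 0.05, the hemoglobin list and the red cell genes shared with brain, both lower; its smallest p, 0.00794, cannot pass over 31 lists for a single list. Among the 655 measured genes of the other lists, 0 passed in edgeR over all genes, 16 had an unadjusted p under 0.05, and DESeq2 called 0. Adjusted over the list alone, 1 of them passed, mt-Nd6 (edgeR adjusted p = 0.0425).

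**Figure D3:**
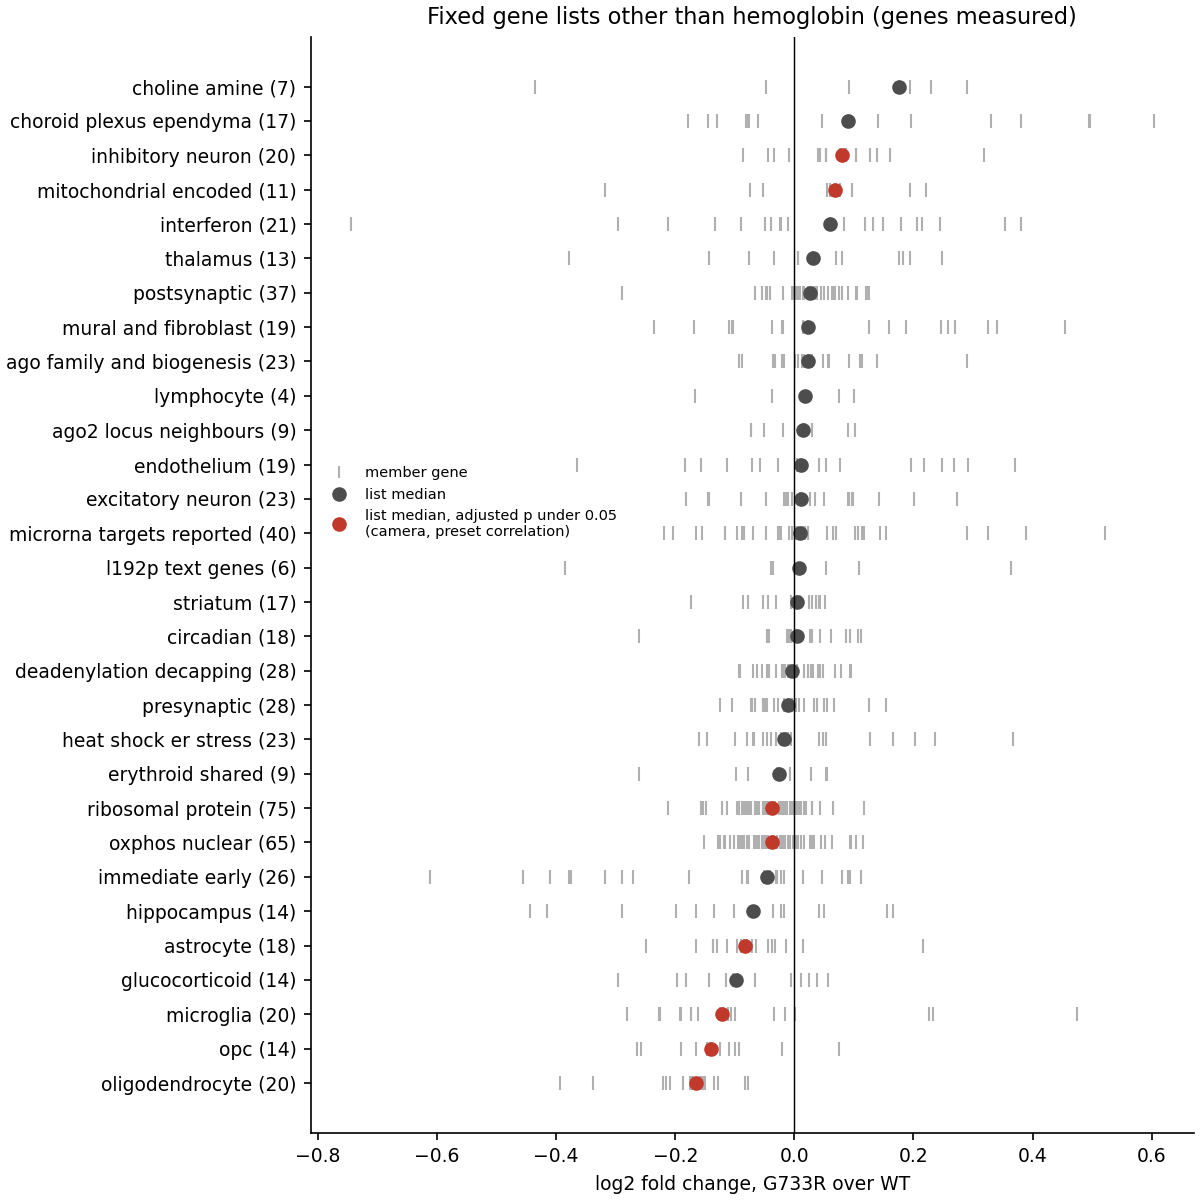
Median log2 fold change (points) of the 30 gene lists tested other than hemoglobin, with member genes as ticks, G733R over WT on the x axis and the number of measured genes beside each name. Red points mark the 8 lists past camera with the preset correlation, from oligodendrocytes at -0.16 to interneurons at 0.08, and none of the 8 held with an estimated correlation.

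Genes of the microRNA machinery address a compensation for the altered Ago2. The Argonautes and biogenesis genes such as Lin28b (0.29), which blocks let-7 maturation, had a median of 0.023 (17 of 23 above 0, camera adjusted p = 0.123), and passed without G733R replicate 1 (median 0.028, camera adjusted p = 0.0318) and without WT replicate 3 and G733R replicate 1 together (0.0162). Their median was -0.0059 without G733R replicate 5, and with an estimated correlation and all libraries their camera adjusted p was 0.791. Deadenylation and decapping genes such as Cnot6 (0.09), which act downstream of Ago2, had a median of -0.0044, and the list of Ago2 with its neighbours on chromosome 15, such as Trappc9 (-0.07), one of 0.015, which is the value of Ago2 itself (camera adjusted p = 0.889 for each). Known targets of brain microRNAs, such as Map1b (0.15), which encodes a microtubule-binding protein, had a median of 0.010, with 23 above and 17 below 0 (camera adjusted p = 0.682). The 6 genes the study names in L192P mice, among them the DNA glycosylase gene Tdg (0.11) and Mrap2 (-0.39), had a median of 0.0087 (camera adjusted p = 0.889).

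Neuronal activity and stress genes were compared because handling and state of the animals can move them. Immediate early genes such as Junb (-0.37) and Egr2 (-0.46) had a median of -0.046 (camera adjusted p = 0.192), glucocorticoid-induced genes such as Errfi1 (-0.10) one of -0.10 (0.0834), clock genes such as Per3 (0.11) 0.0041 (0.431), heat shock and unfolded protein response genes such as Chac1 (0.37) -0.017 (0.889), and interferon-stimulated genes such as Isg15 (-0.74) 0.06 (0.431). Without G733R replicate 1, the glucocorticoid, immediate early and heat shock lists passed, with medians of -0.25, -0.085 and -0.11 (camera adjusted p = 2.39e-13, 0.0166 and 0.0258). With all libraries and an estimated correlation their camera adjusted p was 0.791, 0.791 and 0.950. The glucocorticoid list also passed without WT replicate 2 (camera adjusted p = 0.0269), and the immediate early list without WT replicate 4 (0.0410) or G733R replicate 5 (0.0152). The glucocorticoid list passed too with limma-voom (camera adjusted p = 0.00643), robust estimation off (0.0465) and the Xist-to-Y covariate (0.0195), and the immediate early list with limma-voom (0.0104), while the glucocorticoid median was -0.015 without G733R replicate 5, the immediate early median -0.0014 without G733R replicate 3 and the heat shock median 0.071 without WT replicate 5. Without WT replicate 3 and G733R replicate 1 together, the glucocorticoid (camera adjusted p = 4.07e-14) and heat shock (0.000565) lists passed. Genes of the postsynaptic density such as Shank3 (0.11) had a median of 0.027 (camera adjusted p = 0.0524), and passed without WT replicate 2 (0.0144) or 5 (0.000957) or G733R replicate 1 (0.0176). It also passed with DESeq2 size factors (camera adjusted p = 0.0473), DESeq2 (0.0204), limma-voom (0.00556), no filter (0.0138), the stricter filter (0.0280), robust estimation off (0.0494) and the Xist-to-Y covariate (0.0480), but not with an estimated correlation (0.791), and its median was -0.0057 without WT replicate 3 (0.594). Presynaptic release genes such as Unc13a (0.13) had a median of -0.010 (camera adjusted p = 0.877).

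Genes of excitatory neurons such as Neurod2 (-0.14) had a median of 0.011 (camera adjusted p = 0.354), endothelial genes such as Abcb1a (0.27) 0.012 (0.503), and mural and fibroblast genes such as Acta2 (0.34) 0.023 (0.353). Genes marking tissue next to the cortex had medians of 0.09 for choroid plexus and ependyma such as Dynlrb2, at 0.60 (camera adjusted p = 0.222), 0.0043 for striatum such as Ppp1r1b, at -0.08 (0.889), -0.069 for hippocampus such as Prox1, at -0.14 (0.889), 0.031 for thalamus such as Slc17a6, at 0.18 (0.823) and 0.18 for cholinergic and monoaminergic neurons, in which Slc5a7 was at 0.23 and Ddc, against the median, at -0.44 (0.431). The choroid plexus gene Ttr varied between libraries of 1 genotype, at 25.0 CPM in WT replicate 3 and 1436 in WT replicate 1. Without WT replicate 1, the choroid plexus, thalamus and mural lists passed as higher (camera adjusted p = 0.00176, 0.00156 and 0.0420) and the striatum list as lower (0.0190). The striatum list passed as higher without WT replicate 3 (camera adjusted p = 0.00104), the mural list without WT replicate 5 (0.0405), and the choroid plexus list without G733R replicate 4 (0.0324) or 5 (0.00235) or with limma-voom (0.0182). The choroid plexus median was 0.34 without WT replicate 1 and 0.43 with limma-voom. Without G733R replicate 3 the medians were -0.21 for choroid plexus and -0.089 for thalamus, and without G733R replicate 1 the mural median was -0.037. The hippocampus median ran from -0.14 without WT replicate 1 to 0.063 without WT replicate 5, and that list passed in neither fit. With all libraries and an estimated correlation the camera adjusted p was 0.870 for choroid plexus, 0.950 for thalamus, 0.950 for striatum and 0.805 for mural genes.

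Messages with sites for brain microRNAs would be higher if 1 altered Ago2 allele weakened silencing. Genes with an 8mer site for miR-124-3p, the most studied neuronal microRNA, had a median log2 fold change of -0.0043, against -0.0023 for genes without one. Genes with let-7 sites had a median of -0.0025, against -0.0024, and genes with miR-9-5p sites one of 0.015, against -0.0035. Among 13550 tested genes with a 3′ UTR, camera called 0 of the 11 seed-match sets, with 0 at an unadjusted p under 0.05, and 0 with an estimated correlation. Against random sets matched for 3′ UTR length, 2 of 11 passed a permutation test, miR-9-5p higher (adjusted p = 0.0022) and miR-125-5p lower (0.00550). That test takes genes as independent, and with 7mer sites miR-125-5p (adjusted p = 0.0022) and the control miR-133a-3p (0.0132) passed it, both lower.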

Values the study reported

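For mice heterozygous for L192P, the study reports 247 cortical mRNAs past an adjusted P value of 0.05 with no limit on fold change, 136 of them higher and 111 lower than in WT. For the G733R cortex it gives no count, and describes very few changed genes, naming lower Hba-a1, Hba-a2, Hbb-bs and Alas2; the legend of a supplementary figure adds Hbb-bt.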

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

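The tests of the first principal component and the look at sex makeup were chosen after the result was seen, as was centring each genotype for the hemoglobin correlations.

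In 13 of 184 groups of 5 libraries, 1 library stood apart from its group by Dixon's ratio, where chance alone gives 9.2. In G733R replicate 1 were 5 of them, and in G733R replicate 5 were 3. G733R replicate 1 had higher microglial genes (mean log2 CPM 3.95 against at most 3.58 in the other libraries of its genotype), with Csf1r at 58.1 CPM, Olig2 at 39.8 and Rpl3 at 411, and Ago1 was low at 91.2 CPM. G733R replicate 5 had lower oligodendrocyte genes (mean log2 CPM 6.19 against at least 6.69), with the precursor gene Olig1 at 57.1 CPM and the astrocyte gene Ntsr2 at 57.8. In WT, 18S rRNA was high in replicate 3 (1.03% of counts) and known microRNA targets were low in replicate 1 (mean log2 CPM 4.48). Ago1 (84.8 CPM) and Rpl3 (362 CPM) were low in WT replicate 4, and the astrocyte gene Mlc1 was high in WT replicate 2 (99.6 CPM).

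Hba-a1, the other hemoglobin genes and Alas2 were lower in G733R, with a list median of -1.58. A single WT library rich in blood is argued against, since leaving out any 1 library moved the median by at most 1.12 times. The 10 most abundant genes took 3.29% of counts in WT and 3.41% in G733R, so a few genes did not take most of them, and each genotype held 3 libraries with Xist, so the numbers of either sex do not differ. Less residual blood in the G733R cortices may explain the pattern: within genotypes the 4 chains had a mean pairwise correlation of 0.768, between the bounds of 0.3 and 0.8 set for it, and alpha and beta chains rose and fell together (Pearson r = 0.91, permutation p = 6e-05, Spearman rho = 0.96, permutation p = 5e-05, 10 libraries), whereas Alas2 followed the alpha chains at r = 0.31 and hemoglobin went against the other red cell genes at r = -0.68 (permutation p = 0.0346, adjusted 0.0692). Platelet, neutrophil and lymphocyte sums did not fall with hemoglobin, with G733R over WT ratios of 0.999, 1.45 and 1.03. Nor did the summed red cell genes that the study does not name, at 2.07 ± 0.382 CPM in WT and 2.06 ± 0.385 in G733R (log2 ratio -0.0038). That red cell sum rests on genes near the floor, with as few as 16 counts in a library. Ermap had 44 and 43 and Slc4a1 10 and 9 counts over WT and G733R. The other sums cannot decide the question either. The platelet and neutrophil sums were low, at 4.79 and 4.54 CPM in WT, with 1 and 2 genes past the count filter. In G733R replicate 1, 103 of 184 neutrophil counts came from Lcn2. The lymphocyte sum, at 97.25 CPM in WT, was above the hemoglobin sum of 83.1, so it may not track residual blood. Alas2 averaged 27.6 counts per library in WT and 7.4 in G733R, so its correlation rests on few counts as well. How much of any of these transcripts comes from blood was not measured. Less residual blood therefore cannot be told apart from a lower hemoglobin level in neurons, glia or red cells of the mutants.

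The first principal component held 20.5% of the variance and was not shown to follow genotype (exact permutation p = 0.937). The tissue dissected may differ along it: its correlation with choroid plexus genes was r = -0.69 (permutation p = 0.0278, adjusted over 8 relations 0.129, rho = -0.76, permutation p = 0.0148), and -0.55 without WT replicate 3 and G733R replicate 5. Hippocampus genes gave r = -0.64 (permutation p = 0.0438, adjusted 0.129), and -0.39 without WT replicates 4 and 5. Thalamus genes gave r = -0.51 and striatum genes r = 0.49 (permutation test, adjusted p = 0.202 each). RNA or library quality may also differ along the component, with r = 0.63 for the mitochondrial share (permutation p = 0.0482, adjusted 0.129, rho = 0.62, permutation p = 0.0607), and 0.29 without WT replicate 5 and G733R replicate 4. These explanations cannot be told apart. None of the relations passed after adjustment, and those with choroid plexus, hippocampus and the mitochondrial share moved when 2 libraries were left out. Sex as an explanation of the component stays open and untested. The labels do not give it, but Xist and Y-linked transcripts divide the libraries into 6 and 4. The component ran from -19.8 to -3.13 in the 4 libraries with Y-linked transcripts and from 0.423 to 20.4 in the 6 with Xist. That split, without overlap, was seen in the data.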

How the results depend on the processing

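Summing the hemoglobin pairs and leaving out the libraries farthest along the first principal component were chosen after seeing the data.

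The count of genes past the threshold, 1 gene that fell, was 0 with DESeq2 size factors, with abundant genes left out of library sizes, with the Xist-to-Y ratio as a covariate and with the hemoglobin pairs summed. In the first 2 of these Hba-a1 stayed just above 0.05 (edgeR adjusted p = 0.0540 and 0.0504), and with the covariate it was at 0.121. The count was 2 with limma-voom quality weights (2 lower) and 2 with robust estimation off (2 lower). DESeq2 gave 5 (5 lower) over 31747 genes with no low-count filter, so the method and the filter changed together there. In edgeR without that filter the count was 7 (2 higher, 5 lower) over 31752 genes. With the stricter filter, and without WT replicate 3 and G733R replicate 1 together, it was 1. Leaving out 1 library gave 0 to 5 genes (0 to 1 higher, 0 to 4 lower): 5 without WT replicate 2, 2 without G733R replicate 1, 1 without G733R replicate 2 and 0 without any other. With a block for the replicate number, the count was 1 and 10 lists passed, with the postsynaptic list newly past (camera adjusted p = 0.0345). The labels do not say that the numbers mark a shared origin, deviations from the genotype means correlated between -0.0354 and 0.153 across libraries with a shared number (over 0.1 for 3 of 5), and 3 of 10 libraries matched best with their own number, so a pairing is not established. Beyond the smaller sample where libraries were left out, the cause was not tested.

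The hemoglobin median lay between -1.76 and -1.41 and was past its test under every alternative run, and Ago2 lay between -0.055 and 0.093 when 1 library was left out and passed under none. The 9 lists past camera became 1 with an estimated correlation, 13 with limma-voom quality weights, and 6 to 12 when 1 library was left out. Seed-match sets stayed at 0 with the replicate block, an estimated correlation, 7mer sites and any 1 library left out. They were not counted under the other alternatives of the fit. Against length-matched random sets 2 passed with 8mer sites. With 7mer sites miR-125-5p (permutation test, adjusted p = 0.0022) and the control miR-133a-3p (0.0132) passed that test. The cause was not tested.

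Leaving out 1 library, the striatum median ran from -0.088 without WT replicate 1 (camera adjusted p = 0.0190) to 0.105 without WT replicate 3, and the mitochondrially encoded median from -0.019 without WT replicate 5 (camera adjusted p = 0.732) to 0.155 without WT replicate 4; the cause was not tested. Of the other list medians under alternatives, 595 kept their side of the threshold, of which 58 changed sign while past it in neither fit, 33 newly passed and 30 no longer did. Of the values of single named genes, 1932 kept their side, of which 10 changed sign, 12 newly passed and 10 no longer did.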

Other observations

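The counts over other splits were planned before their results were seen. Centring the hemoglobin correlations on genotype, and the genes named in the last paragraph, were chosen after their values were seen.

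By the bound written for it, the log2 ratio of -0.0038 for red cell genes that the study does not name is what a hemoglobin change in neurons or glia alone would give. It was set aside as undecided because these genes lie near the floor, a reason found after the value was seen. The mean correlation of the hemoglobin chains within each genotype taken separately was 0.798, and centring on genotype over the 10 libraries was adopted after both had been computed, since 5 libraries are too few for a correlation. Within genotypes Alas2 followed the alpha chains at r = 0.31 (permutation p = 0.387, rho = 0.33, permutation p = 0.349) and the beta chains at r = 0.51 (permutation p = 0.136, rho = 0.49, permutation p = 0.155). Both relations rest on few Alas2 counts, a mean of 7.4 per library in G733R. Hemoglobin against the other red cell genes gave r = -0.68 (permutation p = 0.0346, rho = -0.64, permutation p = 0.0542), with p = 0.0692 after adjustment over the 4 relations, and -0.44 without G733R replicates 1 and 2. Without those same libraries alpha against beta chains gave r = 0.93.

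Of 100 splits of the 10 libraries into 5 and 5, drawn from 126 possible and with genotype itself counted as 1 of them, 20 gave at least as many genes as genotype, whose count was 1, and the highest other gave 18, so chance cannot be excluded for the number of genes. For gene lists, 63 of the 100 splits gave at least as many as the real 9, and the highest other gave 21. Chance cannot be excluded there either. With an estimated correlation, 7 of the 100 splits gave as many lists as the real 1, and the highest other gave 1, so chance cannot be excluded for that count. For seed-match sets all 100 splits gave at least as many as the real 0, with 1 as the highest other, which any count must do and which therefore says nothing about chance. The split with 18 genes set WT replicates 1, 2 and 3 and G733R replicates 2 and 3 against the rest and had 1796 genes at an unadjusted p under 0.05, where genotype had 523 and the median of the other splits was 594. It was picked as the split with the most genes, and another, WT replicates 1, 2 and 3 with G733R replicates 2 and 4, had 13 genes and 2140 at an unadjusted p under 0.05. Counts this far above those of genotype may come from a structure of the samples other than genotype, which was not tested. The oligodendrocyte median was as far from 0 as with genotype in 38 of the 100 splits.

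Rpl15-ps6 and Rpl15-ps2, processed pseudogenes of Rpl15 on chromosomes 15 and 9, were on in some libraries and off in others. Rpl15-ps6 had 56, 3, 68, 46 and 65 counts in WT replicates 1 to 5 and 0, 6, 4, 1 and 2 in G733R, while Rpl15-ps2 had 36, 0, 41, 37 and 60 in WT and 0, 3, 0, 0 and 0 in G733R. WT replicate 2 had the G733R pattern for both. Rps3a3, a pseudogene of Rps3a1, had 492 and 340 counts in G733R replicates 2 and 3, 37 in G733R replicate 4 and at most 12 in any other library. The same G733R replicates 2 and 3 had the lowest Rps3a1, 169 and 176 CPM, against at least 244 in the others. The tubulin gene Tuba1c was at 1.27 to 2.73 CPM in WT replicates 1, 2 and 5 and G733R replicate 1, and at 19.0 to 27.3 CPM in the other 6 libraries. Neutrophil transcripts, among them S100a8 and S100a9, summed to 6.74, 9.56, 16.3 and 10.3 CPM in WT replicates 1 and 5 and G733R replicates 1 and 2, the libraries with Y-linked transcripts, and to between 1.49 and 2.97 CPM in the others. In G733R replicate 1, 103 counts of these came from Lcn2.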
